A study of Mus musculus with 24 samples. Its data were reported in "SMCHD1 has separable roles in chromatin architecture and gene silencing that could be targeted in disease" (2023).

How the data were processed

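Poly(A) RNA sequencing was analysed for 24 libraries of primary mouse neural stem cells (NSCs), grown from the cortex of embryos at E14.5 and harvested at fewer than 10 passages, with 100 ng of RNA per library. The labels gave 4 groups of 6 libraries. Cells on the FVB/NJ background carried the chemically induced MommeD43 allele of Smchd1 or were wild type (FVB_MD43 and FVB_WT here). Cells on the C57BL/6J background carried a fusion of Smchd1 with GFP, with the MommeD43 change made by genome editing or without it (B6GFP_MD43 and B6GFP_WT). Strain and GFP fusion therefore differed together. The labels described the controls of the second strain as wild type for Smchd1, and the study calls them homozygous for the fusion. The 24 libraries were prepared in 3 batches with 3 libraries per group and batch: batch 1 held both strains, batch 2 held FVB alone and batch 3 held B6GFP alone. Some lines were sequenced in both batches of their strain, and these repeats were treated as technical.

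The authors trimmed reads with TrimGalore and Cutadapt, mapped them with hisat2 to GRCm38.p6 and analysed them with limma and edgeR, correcting for batch, sex and strain together with libraries of a loss-of-function allele that were not used here. The deposited values were log2 CPM (read counts scaled to a common library total, on the log2 scale), already corrected additively for batch by the authors, for 14922 genes with Entrez identifiers. No value was a whole count. The group and batch model left a largest batch coefficient of 7.9e-09 over all genes, so the batch means had been made equal before deposit. Back on the linear scale, the values of a library summed to between 0.899 and 0.98 of the nominal total of the unit. The read depth per library was not stated. Near the lowest value of each library, all 3143 values within 10 steps were whole multiples (100%) of 1 step, taken as 1 read, which gave the depth relative to the deepest library: 0.526 to 0.893 in batch 1 (median 0.682), 0.137 to 0.19 in batch 2 (median 0.165) and 0.435 to 1 in batch 3 (median 0.558). Absolute depth stayed unknown, so no counting intervals are given. Of the Entrez identifiers, 14453 were matched to the GRCm38.p6 gene table for positions and 469 were not, and 247 genes had a blank symbol.

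A check of each column against the mean of the other 5 columns of its group found 2 columns equal to that mean in every gene, to within 8e-09: FVB_MD43 replicate 3 and B6GFP_MD43 replicate 2, both of batch 1. For the other columns the SD over genes of this difference was 0.2174 to 0.8062. These 2 columns carry no measurement of their own in the deposited table and were left out, which left 22 libraries: 6 from 5 lines in FVB_WT, 5 from 4 lines in FVB_MD43, 6 from 4 lines in B6GFP_WT and 5 from 4 lines in B6GFP_MD43.

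The comparisons, tests, gene lists, most alternatives and the rule for naming genes were chosen before the data were examined. That design was voom with quality weights on counts of all 24 libraries. It was departed from in these ways after the data were seen. The values were log2 CPM and not counts, so limma was run on them with array quality weights and a mean-variance trend in place of voom. The 2 columns that equal a group mean were left out, and this was decided after the numbers of genes passing with all 24 columns, with and without quality weights, had been seen. A list of a single gene was taken out of the family of set tests after its value was seen, which left 6 tests and changed no call. Fits added after seeing the data were all 24 columns with and without weights, the B6GFP lines whose labels share a number as 1 block, the mean of each line's libraries, centring of each library on its median, and the set tests of single protocadherin clusters under all settings.

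Linear models were fitted with limma 3.58.1 in R 4.3.3, with group and batch as fixed terms, array quality weights (0.1 to 4.9) and the line as a block through duplicateCorrelation (consensus correlation 0.0827). Moderated statistics used 16 residual and 4.86 prior degrees of freedom. The comparisons were MommeD43 against wild type in FVB, in B6GFP and averaged over both strains, the difference of the effect between strains (B6GFP minus FVB), and B6GFP against FVB in wild type. P-values were adjusted by Benjamini-Hochberg over all 14922 genes with a threshold of 0.05 and are given as adjusted p. Standard errors (SE) are from the fit. Group means are over lines, with a line of several libraries entered as their mean, and their SD is over lines. The fitted changes weight the libraries unequally, so they can differ from the difference of the group means.

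Named genes were, in each comparison of MommeD43 with wild type, those passing the threshold, at most the 10 with the smallest p, or the 3 with the smallest p where none passed. In the strain comparison and the strain difference they were the 3 with the smallest p. Smchd1, Xist and the 3 protocadherins with the highest mean were always included. The values of 1 gene that passed over both strains are not reported here. Gene lists were tested with the rotation test fry of limma, two-sided for direction, in 1 family of 6 tests: the clustered protocadherins (56 genes), the genes the study found lower in MommeD43 frontonasal prominence (23 in the table) and the X-linked genes (536). Lists from the frontonasal prominence came from another tissue and not from these libraries. The protocadherin clusters Pcdha, Pcdhb and Pcdhg were tested as a second family of 6. Summed protocadherin CPM was compared over lines with an exact two-sided permutation test. No Hox symbol was among the genes of the table (0 matched), so the Hox lists were not analysed here. edgeR, DESeq2 and voom were not used here because they need counts.

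The fit was tested on simulated data with the same layout, with noise drawn for each gene on its own. With no gene changed, 0 genes passed. Deviations shared by many genes of a library were not simulated, so this 0 does not measure false calls in the real libraries. Splits of the real FVB lines other than the real one reached 1389 genes. With 200 genes changed by 1 on the log2 scale in FVB, 89% were recovered in that comparison with 4 false calls. With 200 genes changed by 2 in FVB, 99% were recovered with 19 false calls among 217. No genes were changed in B6GFP, so recovery was not measured there. Each comparison was repeated with the lines split at random into groups of the same sizes (up to 100 splits, the real one included). Alternatives were fits without quality weights, without the line block, without the batch term, with 1 library per line, with genes above 1 CPM in at least 4 libraries (13479 genes), with each strain alone, within each batch, with replicate number as a block, at a threshold of 0.1, with another set test, and without each line in turn. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.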

Results

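RNA levels of 14922 genes were measured in 22 usable libraries of NSCs, the stem cells of the embryonic cortex grown as an adherent culture. The groups were FVB_WT (6 libraries of 5 lines), FVB_MD43 (5 libraries of 4 lines), B6GFP_WT (6 libraries of 4 lines) and B6GFP_MD43 (5 libraries of 4 lines). Of the 24 labelled columns, 2 equalled the mean of the other 5 of their group and were not used. All libraries were labelled female. Most genes typical of NSCs were listed at high levels, with a mean over libraries of 11.12 log2 CPM for Vim, 10.58 for Fabp7, 10.16 for Nes and 7.93 for Sox2. Pax6 was lower, at 4.97. Depth relative to the deepest library was 0.526 to 0.893 in batch 1, 0.137 to 0.19 in batch 2 and 0.435 to 1 in batch 3. Absolute depth was unknown, so the lowest listed levels carry the widest counting error.

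**Figure D1:**
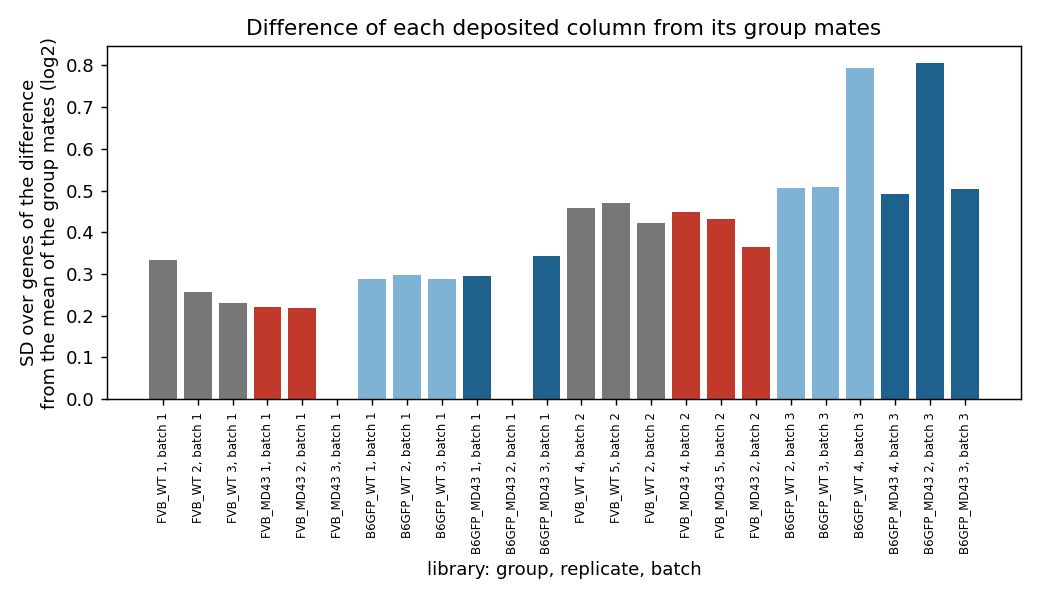
SD over genes of the difference (log2) between each column of the table and the mean of the other columns of its group, with 1 bar per library coloured by group. FVB_MD43 replicate 3 and B6GFP_MD43 replicate 2 of batch 1 sit at 0 to within 8e-09, and the other 22 columns lie between 0.2174 and 0.8062.

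The first measure was the RNA of the mutated gene itself, Smchd1 (Entrez 74355, chromosome 17, 71344489 to 71475366 on GRCm38.p6). MommeD43 is a point change, and the question was whether it altered the level of the transcript. Smchd1 was listed at 7.27 ± 0.118 log2 CPM in FVB_WT (SD, n = 5 lines) and 7.36 ± 0.0704 in FVB_MD43 (n = 4). It was listed at 6.96 ± 0.277 in B6GFP_WT (n = 4) and 7.16 ± 0.193 in B6GFP_MD43 (n = 4). The fitted change was 0.05 (SE 0.06) in FVB, with adjusted p = 0.942, and all 4 MommeD43 lines lay above the wild-type mean. In B6GFP the fitted change was -0.0087 (SE 0.0776), with adjusted p = 1, although all 4 MommeD43 lines lay above the wild-type mean here as well. That mean was lowered by B6GFP_WT replicate 4 at 6.58, without which the fitted change was -0.0384. The other B6GFP_WT libraries lay at 6.93 to 7.31 and the B6GFP_MD43 libraries at 6.99 to 7.42. No change was detectable in either strain. Without quality weights the change in B6GFP was 0.16, and without B6GFP_WT replicate 2 it was 0.09. In FVB it was 0.003 without FVB_WT replicate 2, 0.0119 without FVB_MD43 replicate 2 and 0.0859 without FVB_WT replicate 3.

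MommeD43 was compared with wild type in FVB to ask which genes the mutation alters in NSCs. Of 14922 genes, 11 passed the threshold, 8 lower and 3 higher in MommeD43, and 1024 had an unadjusted p under 0.05 where chance gives 746. The count moved most when FVB_MD43 replicate 2 was left out, to 982 genes, and it fell to 3 without FVB_WT replicate 2 and to 3 without FVB_WT replicate 3. Leaving out others gave 22 without FVB_WT replicate 1, 7 without FVB_WT replicate 4, 20 without FVB_WT replicate 5, 23 without FVB_MD43 replicate 5 and 7 without B6GFP_WT replicate 2. Within batch 1 and within batch 2 the count was 0, from 5 and 6 libraries, with 1008 and 662 genes at an unadjusted p under 0.05. Of 100 splits of the FVB lines, the real one included, 22 gave at least 11 genes, so the count was not larger than chance groupings of the lines produce.

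Shd (Entrez 20420, chromosome 17, 55969828 to 55976620) had the smallest p. It was listed at 2.84 ± 0.0832 log2 CPM in FVB_WT (SD, n = 5) and 3.69 ± 0.0909 in FVB_MD43 (n = 4), higher in all 4 lines. Its fitted change was 0.75 (SE 0.0906) with adjusted p = 5e-04, and it was 0.76 within batch 1 and 0.75 within batch 2. With the edited allele, Shd was listed at 3.14 ± 0.209 in B6GFP_WT and 3.14 ± 0.171 in B6GFP_MD43 (n = 4 each). Shd shares chromosome 17 with Smchd1. The paper reports other variants in the mapped interval of that chromosome, which starts beyond Shd, and judged none likely harmful. Variants linked to Smchd1 were not separated from MommeD43 in FVB here. Pcdhga12 (Entrez 93724, chromosome 18, 37765580 to 37841873) rose from 1.95 ± 0.335 (n = 5) to 2.89 ± 0.278 (n = 4), a fitted change of 1.02 (SE 0.125) with adjusted p = 5e-04. It was 1.21 within batch 1 and 0.76 within batch 2. Both genes passed in all 17 fits that each left out a line, Shd in 12 of 14 other settings and Pcdhga12 in 10 of 14. Fzd10 (Entrez 93897, chromosome 5, 128601106 to 128604093) changed by -0.90 (SE 0.131, adjusted p = 0.00486), from 5.88 ± 0.197 (n = 5) to 4.94 ± 0.296 (n = 4), by -1.04 and -0.83 within batches 1 and 2, and by -1.37 without FVB_MD43 replicate 2. Within a single batch none of these 3 genes passed, with an adjusted p of 0.735 in batch 1 and 0.911 in batch 2.

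Among the others named by the rule, Cds1 changed by -1.05 (adjusted p = 0.028), Ccdc85a by -0.96 (adjusted p = 0.0311), S100a11 by -0.71 (adjusted p = 0.0326) and the X-linked Fndc3c1 by -1.04 (adjusted p = 0.0375), each lower in all 4 MommeD43 lines. Nlrp5-ps (a pseudogene), Kcnh8 and Vwa5b1 also passed but were listed below 1 CPM in both FVB groups, where a fold depends on the prior count, so none is given. Each of these genes and Fzd10 missed the threshold in at least 1 of the 17 fits that left out a line. The highest adjusted p over these fits was 0.213 for Fzd10, 0.516 for Cds1, 0.453 for Ccdc85a, 0.209 for S100a11, 0.556 for Fndc3c1, 0.377 for Nlrp5-ps, 0.377 for Kcnh8 and 0.583 for Vwa5b1. Without FVB_MD43 replicate 2 the change of Fndc3c1 was -0.60. Another gene that passed was not named because the rule stops at 10.

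The same comparison in B6GFP asked for the effect of the edited allele on the GFP fusion. None of the genes passed the threshold (0), the smallest adjusted p was 0.0568, and 319 genes had an unadjusted p under 0.05 where chance gives 746. Without B6GFP_MD43 replicate 1 the count was 105, and without B6GFP_MD43 replicate 3 it was 130. It was 1 or 2 without 6 of the other lines (FVB_WT replicates 4 and 5, FVB_MD43 replicates 2 and 5, B6GFP_WT replicate 1 and B6GFP_MD43 replicate 2). With the lines whose labels share the number before the point taken as 1 block it was 2. The 3 genes with the smallest p were Pcdh7, Tchh and Pcdhgb7. Pcdh7 (Entrez 54216, chromosome 5, 57716145 to 58133236) changed by -1.04 (SE 0.173, adjusted p = 0.0568) and was lower in all 4 MommeD43 lines, by -1.01 within batch 1 and -0.83 within batch 3. Tchh (chromosome 3, 93442330 to 93449077) was listed below 1 CPM in each group mean, so no fold is given (adjusted p = 0.0568). Pcdhgb7 (chromosome 18, 37751619 to 37841870) changed by 0.51 (SE 0.107, adjusted p = 0.392), by 0.58 within batch 1 and 0.63 within batch 3.

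Averaged over both strains, 5 genes passed, 3 lower and 2 higher, and 690 had an unadjusted p under 0.05 where chance gives 746. Pcdhga12 changed by 0.83 (SE 0.103, adjusted p = 0.00116) and was higher in all 4 MommeD43 lines of each strain. Tchh was lower in all 4 lines of each strain (adjusted p = 0.00177). Pcdhgb7 changed by 0.44 (SE 0.0672, adjusted p = 0.00809) and Pcdh7 by -0.67 (SE 0.109, adjusted p = 0.016), each in the same direction in all 4 lines of each strain. The count was 2 without FVB_WT replicate 2, 3 without B6GFP_WT replicate 2, 8 without FVB_MD43 replicate 1, 10 without FVB_MD43 replicate 2, 25 without B6GFP_MD43 replicate 1 and 79 without B6GFP_MD43 replicate 3. Pcdhga12 and Tchh passed in all 17 fits that each left out a line. Over these fits the highest adjusted p was 0.0582 for Pcdhgb7 and 0.0794 for Pcdh7.

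The effect of MommeD43 was tested for a difference between the strains. No gene passed (0), and 459 had an unadjusted p under 0.05 where chance gives 746. The smallest adjusted p was 0.243, for Shd, whose effect was lower in B6GFP by a fitted difference of -0.83 (SE 0.149). Zfp503 followed with -1.41 (adjusted p = 0.694), and 4631423B10Rik was listed below 1 CPM in every group mean (adjusted p = 1). The count was 5 without B6GFP_MD43 replicate 1, 4 without B6GFP_MD43 replicate 3, 3 without FVB_MD43 replicate 2 and 1 without B6GFP_WT replicate 1. Across genes, the effects in both strains had a Pearson correlation of 0.123 and a Spearman correlation of 0.0799. Genes are not independent replicates, and 15 of 100 groupings of the lines, the real one included, gave a correlation as high (median 0.00739 and SD 0.107 over the others). Without B6GFP_WT replicate 2 the correlation was -0.011, and without B6GFP_MD43 replicate 1 it was 0.0034, and it was 0.0657 without FVB_MD43 replicate 2 or B6GFP_MD43 replicate 4.

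The wild-type groups of the strains were compared as a measure of what the libraries can resolve, with strain and GFP fusion changing together. Only batch 1 held both strains, so the link between them rests on that batch. Reads of both strains were mapped to GRCm38.p6, and a difference in mapping between strains was not tested. The count below may therefore include differences other than RNA level. Of the genes, 6131 passed, 3455 lower and 2676 higher in B6GFP. The count was 4029 without FVB_WT replicate 2 and 1259 without quality weights. Centring each library on its median gave 2544 lower and 3608 higher, so the balance of directions rests on the scaling. The 3 genes with the smallest p were the gene with Entrez identifier 100504629 (8.31, SE 0.163, adjusted p = 3.44e-19), Rab26 (6.54, SE 0.161, adjusted p = 1.43e-17) and Rpl29 (3.95, SE 0.0983, adjusted p = 1.43e-17). The gene 100504629 was listed below 1 CPM in FVB, so the size of its fold depends on the prior count.

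The clustered protocadherins on chromosome 18 are known targets of SMCHD1, and the question was whether MommeD43 lowers them. Of 56 genes in the table, 40 had a fitted change below 0 in FVB and the median was -0.27. In B6GFP 40 were also below 0, with a median of -0.16. Neither passed the set test (fry, adjusted p = 0.448 in FVB and adjusted p = 0.52 in B6GFP). In FVB 1 of the genes passed over all genes and 18 when adjusted over the list alone. In B6GFP 0 passed over all genes, 9 had an unadjusted p under 0.05 and 3 passed when adjusted over the list alone. Without FVB_MD43 replicate 2 the FVB median was -0.17. In B6GFP it was 0.07 without B6GFP_MD43 replicate 1, -0.04 without B6GFP_WT replicate 2 and 0.03 within batch 3. The Pcdha genes other than Pcdhac2 were listed near the floor, on average below 1 CPM. With genes above 1 CPM in at least 4 libraries the median was -0.22 in FVB and -0.07 in B6GFP. It thus depended on genes near the floor more in B6GFP than in FVB. The camera test with a preset correlation gave an adjusted p of 4.19e-09 in FVB and 7.29e-05 in B6GFP, and neither call held under fry or under camera with an estimated correlation.

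By cluster, the 21 Pcdhb genes had a median of -0.45 in FVB with 20 lower (fry, adjusted p = 0.0214 over 6 cluster tests). The median was -0.34 within batch 1 and -1.08 within batch 2. With the 19 of these genes above 1 CPM in at least 4 libraries, all were lower and the median was -0.44 (adjusted p = 0.0122). Over 14 alternatives the adjusted p ran from 7.68e-05 to 0.143, and without FVB_WT replicate 2 it was 0.0672. The lowest value came from all 24 columns with quality weights, a fit not read as an effect of MommeD43. Without the 2 left-out columns the lowest was 0.00714, with the mean of each line's libraries. In B6GFP the Pcdhb median was -0.14 with 16 lower (adjusted p = 0.656), 0.0092 within batch 1 and -0.21 within batch 3, and it was 0.17, -0.0029 and -0.05 without B6GFP_MD43 replicate 1, B6GFP_WT replicate 2 and B6GFP_MD43 replicate 4. The difference between the strains was not tested for this cluster. The 13 Pcdha genes had medians of -0.53 in FVB and -0.39 in B6GFP (adjusted p = 0.314 each), and the FVB median was -0.08 without FVB_MD43 replicate 2 and -0.30 without FVB_WT replicate 3. All 13 were lower in B6GFP, where the median was -0.53 within batch 1 (adjusted p = 0.0327, from 5 libraries) and 0.22 within batch 3 (adjusted p = 0.976). With all but 1 of them near the floor these medians depend on the prior count. The 22 Pcdhg genes had medians of 0.03 in FVB (adjusted p = 0.552) and -0.003 in B6GFP (adjusted p = 0.774), and the sign changed under several settings, to -0.03 in FVB without FVB_WT replicate 4 and to 0.07 in B6GFP without B6GFP_MD43 replicate 1. Pcdhgc3, the most abundant member at 8.98 ± 0.144 log2 CPM in FVB_WT (SD, n = 5), changed by -0.05 in FVB (adjusted p = 0.974) and 0.0024 in B6GFP (adjusted p = 1), where it was 0.25 without B6GFP_MD43 replicate 1. Pcdhgb6 changed by 0.32 in FVB (adjusted p = 0.379) and 0.30 in B6GFP (adjusted p = 1). In FVB it passed without FVB_MD43 replicate 2 at 0.35 (adjusted p = 0.0238). In B6GFP it passed without B6GFP_MD43 replicate 1 at 0.58 (adjusted p = 0.0371), and it was 0.46 without B6GFP_MD43 replicate 4 and 0.14 without B6GFP_MD43 replicate 3. Pcdhga11 changed by 0.04 (adjusted p = 0.993) and -0.25 (adjusted p = 1), and in FVB it was -0.12 without FVB_WT replicate 2.

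**Figure D2:**
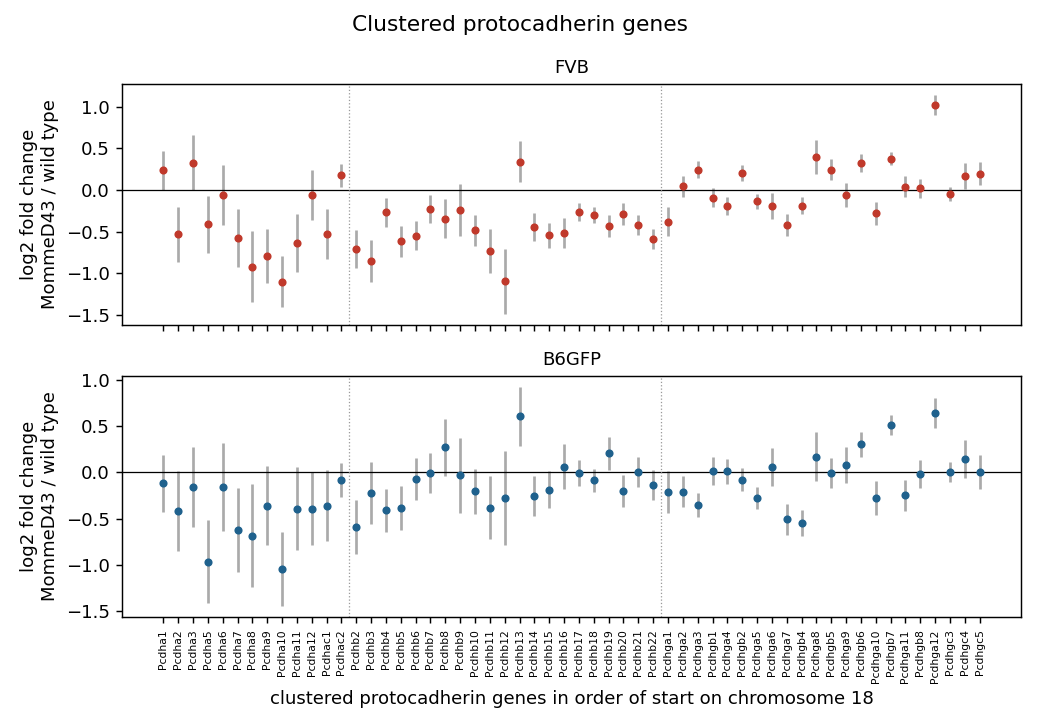
Fitted log2 fold change of MommeD43 over wild type (points, with bars of 1 SE) for the 56 clustered protocadherin genes in order of position on chromosome 18, with dotted lines between the Pcdha, Pcdhb and Pcdhg clusters. In FVB 20 of 21 Pcdhb genes lie below 0, in B6GFP 16 of 21, and Pcdhga12 is the highest point of FVB at 1.02.

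Summed over the 56 genes, protocadherin RNA was 9.53 ± 0.185 log2 CPM in FVB_WT (SD, n = 5 lines) and 9.39 ± 0.163 in FVB_MD43 (n = 4 lines). The difference of -0.14 gave p = 0.294 in an exact two-sided permutation test over 126 splits, whose smallest p was 0.00794. In B6GFP the sums were 9.44 ± 0.274 (n = 4) and 9.24 ± 0.264 (n = 4), a difference of -0.20 with p = 0.343 in an exact two-sided permutation test over 70 splits, whose smallest p was 0.0286. Within batches the difference was -0.03 and -0.24 in FVB (batches 1 and 2) and 0.05 and -0.21 in B6GFP (batches 1 and 3). In FVB it was -0.07 without FVB_MD43 replicate 5 and -0.07 without FVB_WT replicate 5. In B6GFP it was -0.07 without B6GFP_WT replicate 4, -0.13 without B6GFP_MD43 replicate 2 and -0.33 without B6GFP_MD43 replicate 3. Pcdhgc3 made up 64.4% to 71.8% of the sum in FVB lines and 58.4% to 76.5% in B6GFP lines, so the sum follows that gene.

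The genes the study found lower in MommeD43 frontonasal prominence, the tissue that forms the nose and snout, were examined to ask whether they fall in NSCs. Of these genes 23 were in the table. Their median change was 0.14 in FVB, with 17 higher (adjusted p = 0.448), and -0.0057 in B6GFP, with 13 lower (adjusted p = 0.944). In FVB 0 genes of the list passed over all genes, 5 had an unadjusted p under 0.05 and 1 passed when adjusted over the list alone. In B6GFP 0 passed either way, and 0 had an unadjusted p under 0.05. In FVB the median was 0.03 without FVB_MD43 replicate 2, 0.07 without FVB_WT replicate 4, 0.08 without FVB_WT replicate 2 and 0.09 without FVB_WT replicate 3. The sign in B6GFP was positive without FVB_MD43 replicates 1 (0.0044) or 2 (0.0055), B6GFP_WT replicates 1 (0.0018) or 3 (0.03) or B6GFP_MD43 replicate 1 (0.06). The list of genes found higher there had 1 gene in the table, which changed by 0.09 in FVB and -0.02 in B6GFP and was not tested as a set.

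Since SMCHD1 acts on the inactive X chromosome, X-linked genes were examined together. The median over 536 X-linked genes was 0.01 in FVB, with 298 higher (adjusted p = 0.448), and 0.02 in B6GFP, with 304 higher (adjusted p = 0.52). The median over all genes was 0.01 in each strain, and with each library centred on its median the median of the X-linked genes was -0.0029 in FVB and 4.185e-05 in B6GFP. Without that centring it was, in FVB, 0.0026 without FVB_WT replicate 2 and 0.0063 without FVB_WT replicate 4, and in B6GFP 0.0080 without B6GFP_MD43 replicate 2 and 0.011 without B6GFP_MD43 replicate 1. In FVB 1 passed over all genes and 2 when adjusted over the list alone, and in B6GFP 0 passed either way with 11 at an unadjusted p under 0.05. Xist (Entrez 213742, X chromosome, 103460373 to 103483233) was listed at -1.19 ± 0.749 log2 CPM in FVB_WT (SD, n = 5), -0.53 ± 0.66 in FVB_MD43 (n = 4), -0.41 ± 0.926 in B6GFP_WT (n = 4) and -0.11 ± 0.292 in B6GFP_MD43 (n = 4). Each group mean was thus below 1 CPM, so no fold is given here (adjusted p = 0.983 in FVB and adjusted p = 1 in B6GFP). Y-linked genes were listed at expressed levels in libraries labelled female, which limits what the X-linked values can say about an inactive X chromosome.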

Values the study reported

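The study reported no significantly changed genes in female MommeD43 NSCs on either strain background. For NSCs without functional SMCHD1, it gave 1520 differentially expressed genes in MommeD1 cells and 463 in cells with a conditional deletion. It described the clustered protocadherins as hardly detectable and lower in MommeD43 cells of both strains, without reaching significance. In the frontonasal prominence of MommeD43 embryos, the study counted 56 differentially expressed genes, of which 53 were lower.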

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

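The test of depth, the comparisons with the other deep library, the number of libraries of the line and the count of groups set off were chosen only after the results were seen, and the count over the whole table and the share of the highest genes before. The highest and lowest line of each group was compared with the others for every named gene. Of 108 groups tested, 6 had a line set off from the rest, where chance gives about 5, so no single case below stands out from chance by its number.

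B6GFP_WT replicate 4, a line with a single library in batch 3, was set off in 4 of the 6 cases. S100a11 was listed at 5.61 log2 CPM against 4.07 to 4.29 in the other lines of its group, a gap of 0.862 of the whole range. Tchh was at 0.87 against -0.95 to -0.81 (gap 0.925), Rpl29 at 7.96 against 8.37 to 8.43 (gap 0.867) and Uty at 5.16 against 4.88 to 4.89 (gap 0.953). Chance alone is argued against by the whole table: this line was set off in 1304 genes, and the other lines of the group in 60, 70 and 99. Low depth is argued against, since its depth relative to the deepest library was 1. A few genes taking most of the counts is argued against, since its 50 highest genes held 9.45% of the CPM, inside the 8.61% to 9.89% of the other libraries. A technical split of batch 3 by depth was not settled. The deviations of this library from its group correlated across genes at only 0.0918 with those of the other deep library of the batch, B6GFP_MD43 replicate 2. However, these 2 libraries, the deepest of all, had the largest SDs of the difference from the mean of the other columns of their group (0.7932 and 0.8062, against 0.4926 to 0.5088 in the other 4 libraries of the batch) and the lowest quality weights of all (0.101 and 0.158). A property of the line and a property of its single library cannot be told apart, because the line had 1 library. RNA from other cells and a mixed sample were not tested. With its low weight it had little part in the fitted changes, and without it 13 genes passed in FVB, 0 in B6GFP (344 at an unadjusted p under 0.05) and 6 over both strains.

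Xist in FVB_MD43 replicate 5 was listed at 0.45 log2 CPM against -0.96 to -0.74 in the other lines of its group, a gap of 0.845. The library had the lowest depth of all, 0.137 of the deepest, and a low level at low depth has a wide counting error, so low depth may account for it, but with no read counts this was not settled. Leaving this line out gave the lowest fitted change of Xist in FVB over the leave-one-out fits, -0.31. No biological explanation was tested.

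Cds1 in FVB_WT replicate 1 was listed at 0.17 log2 CPM against 0.99 to 1.23 in the other lines of its group, a gap of 0.771. With 6 groups set off of the 108 tested, a single such case is consistent with chance. No biological explanation was tested.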

How the results depend on the processing

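The fits on all 24 columns, on the mean of each line's libraries and with each library centred on its median were chosen only after the data were seen, as were the block of lines sharing a number and the fits of single clusters under every setting, and the numbers for all 24 columns were known before the 2 columns equal to a group mean were left out. The split counts were chosen before. The settings named by the design that need counts were not run: edgeR quasi-likelihood, DESeq2, other size factors, library size alone, counts summed per line, no filter beyond 1 count and protocadherins with at least 1 count. The block for the strain comparison could not be fitted and the Hox lists were not analysed here.

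The numbers of genes passing were not stable. In FVB, against 11 genes, 1 passed without quality weights, 4 with 1 library per line, 1 with the strain fitted alone, 0 within batch 1 and 0 within batch 2 (1008 and 662 at an unadjusted p under 0.05), 19 with median centring and 26 at a threshold of 0.1. In B6GFP, against 0, there were 2 without the line block, 1 with line means and 2 at a threshold of 0.1. Over both strains, against 5, there were 1 without weights, 2 with 1 library per line and 9 at 0.1. For the strain difference, against 0, there was 1 without the batch term. For the strain comparison, against 6131, there were 1259 without weights. Of the 11 FVB genes, 11 were among the 19 under median centring, and 4 among the 4 with 1 library per line. With line means, where repeats of a line count once, 8 genes passed in FVB, and 5 of them were among the 11. The cause was not tested.

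With all 24 columns and quality weights, 510 genes passed in FVB (248 lower, 262 higher), 480 in B6GFP (147 lower, 333 higher), 1010 over both strains and 61 for the strain difference. The largest weight was then 805, against 4.9 in the 22 libraries, because a column equal to the mean of its group has almost no residual and takes most of the weight. Without quality weights the 24 columns gave 3 genes in FVB, 0 in B6GFP (601 at an unadjusted p under 0.05), 5 over both strains, 0 for the strain difference (188) and 1789 for the strain comparison. Among the fits on all lines, numbers this large came only where the 2 columns and the weights were used together, so they are not read as an effect of MommeD43.

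Leaving out each line in turn (17 fits) gave 3 to 982 genes in FVB, 0 to 130 in B6GFP, 2 to 79 over both strains, 0 to 5 for the strain difference and 4029 to 6400 for the strain comparison. The 982 came without FVB_MD43 replicate 2, where FVB_MD43 replicate 1 took a weight of 26.5, and the 130 and 105 without B6GFP_MD43 replicate 3 and replicate 1, where the largest weights were 10.9 and 5.26. High weights on few libraries may account for the largest of these counts, since the fits without weights gave 1 gene in FVB (22 libraries) and 3 (24 columns), but fits without weights were not run with a line left out.

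Splits of the lines, the real one counted in each number, gave results as large in 22 of 100 for FVB, 35 of 35 for B6GFP, 19 of 100 over both strains, 100 of 100 for the strain difference and 3 of 100 for the strain comparison. Splits other than the real one reached 1389, 1438, 1555, 546 and 6632 genes. For the correlation of effects between strains 15 of 100 groupings, again with the real one, were as high. The 0 genes of B6GFP and of the strain difference (319 and 459 at an unadjusted p under 0.05, where chance gives 746) make that count uninformative there.

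For the replicate block, replicate number within strain was added as a fixed term. The replicate numbers do not mark a shared line or litter in the labels, and of 10 pairs of same-numbered libraries 1 had a correlation of deviations over 0.1 (range -0.459 to 0.382), so the replicate numbers do not pair the samples. With the replicate block 29 genes passed in FVB (21 lower, 8 higher, 11 of them among the 11), 2 in B6GFP, 16 over both strains (13 lower, 3 higher) and 0 for the strain difference (1034 at an unadjusted p under 0.05), and Smchd1 in B6GFP changed by 0.0506.

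The labels of the B6GFP lines have a number before a point that some wild-type and MommeD43 lines share, and do not say what it marks. Within batches, the 3 pairs of such libraries across genotypes had correlations of deviations of 0.0172 (batch 1), 0.622 and 0.382 (batch 3), and the 12 other pairs from -0.558 to 0.16. A common origin of these lines is therefore not excluded, and the fits above do not model it. With these lines as 1 block in place of the single line (consensus correlation 0.124), 10 genes passed in FVB, 2 in B6GFP (Pcdh7 and Tchh, both lower, 343 at an unadjusted p under 0.05), 5 over both strains and 0 for the strain difference (462 at an unadjusted p under 0.05). Under it the Pcdhg median in B6GFP was 0.000878 and Pcdhgc3 in B6GFP changed by -0.00543. The splits were not repeated with this block. In FVB, FVB_WT replicate 1 and FVB_MD43 replicate 4 share a number apart from a letter. They were kept as separate lines, and a common origin was not tested.

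Smchd1 kept its direction in FVB under all 14 alternatives (0.0043 to 0.19) and passed in none. In B6GFP its change of -0.0087 turned positive without weights (0.158), with 1 library per line (0.0407), without the batch term (0.0633), within batch 1 (0.0497), within batch 3 (0.0608), with 24 columns (0.0964 with and 0.144 without weights) and with line means (0.0485), and over leave-one-out fits it ran from -0.0728 to 0.0895. It was positive without FVB_MD43 replicates 1 (0.0091) and 2 (0.0162), B6GFP_WT replicate 2 (0.0895) and B6GFP_MD43 replicates 1 (0.0767) and 4 (0.0788). A value this close to 0 has no settled sign.

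The median of the clustered protocadherins stayed below 0 in FVB under all 16 alternatives (-0.597 to -0.183). It passed in 2 of them: with 24 columns and weights (-0.305, adjusted p = 0.0364) and by camera with a preset correlation (-0.266, adjusted p = 4.19e-09). In B6GFP camera with a preset correlation passed (-0.158, adjusted p = 7.29e-05), the median was 0.0308 within batch 3, and leave-one-out fits ran from -0.213 to 0.0743, the last without B6GFP_MD43 replicate 1. The summed CPM of the Pcdhb genes alone changed by -0.589 in FVB (exact permutation test, p = 0.0238, against 0.683 for Pcdha alone). In B6GFP the sum of the Pcdha genes alone changed by 0.139 and the whole sum within batch 1 by 0.0503.

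By cluster, the Pcdhb median in FVB stayed below 0 under all 14 alternatives and passed in 10. These 10 include both fits on all 24 columns, with weights (adjusted p = 7.68e-05) and without (adjusted p = 0.02). The Pcdhb median missed without weights (adjusted p = 0.066), with 1 library per line (adjusted p = 0.0852), with FVB alone (adjusted p = 0.143) and within batch 2 (adjusted p = 0.0639). Of the 17 leave-one-out fits, it missed without FVB_WT replicate 2 (adjusted p = 0.0672). In B6GFP the Pcdhb median was 0.0092 within batch 1 and ran from -0.194 to 0.171 over leave-one-out fits, the last without B6GFP_MD43 replicate 1. The Pcdha median in FVB was 0.186 with the CPM filter, which left 1 gene. In B6GFP it was 0.0891 without weights, 0.218 within batch 3 and 0.0091 with 24 columns without weights, and it passed within batch 1 (-0.530, adjusted p = 0.0327) and in none of the other 13. The Pcdhg median in FVB was -0.0944 without weights, -0.0020 without the batch term, -0.209 within batch 2, -0.0276 and -0.101 with 24 columns with and without weights and -0.0684 with line means, and ran from -0.0255 (without FVB_WT replicate 4) to 0.0631 over leave-one-out fits. In B6GFP it was 0.0014 without the line block, 0.0107 without the batch term, 0.0024 with the strain alone and 0.0271 within batch 3, and ran from -0.0882 to 0.0684 over leave-one-out fits.

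The frontonasal list in FVB fell to -0.0027 without weights, -0.289 within batch 2 and -0.0088 with 24 columns without weights. In B6GFP it was 0.0315 without weights, 0.174 within batch 3 and 0.0045 with 24 columns without weights, and leave-one-out fits ran from -0.0568 to 0.0632. With median centring the X-linked median was -0.0029 in FVB and 4.185e-05 in B6GFP. The correlation between strains ran from -0.011 (without B6GFP_WT replicate 2) to 0.151 over leave-one-out fits.

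Among single genes, the fitted change of Xist in FVB, listed below 1 CPM, was 0.545 without weights, 0.824 within batch 2, 0.133 and 0.512 with 24 columns with and without weights and 0.288 with line means, and ran from -0.311 to 0.282 (without FVB_WT replicate 2) over leave-one-out fits. Pcdhga11 in FVB was -0.237 without weights, -0.406 within batch 2, -0.0337 and -0.231 with 24 columns with and without weights and -0.113 with line means, with leave-one-out fits from -0.124 to 0.185. In B6GFP it was 0.143 within batch 3. Pcdhgc3 in B6GFP was -0.198 without weights, -0.0259 with 1 library per line, -0.0262 and -0.158 with 24 columns with and without weights, -0.0398 with line means and -0.0153 with median centring, with leave-one-out fits from -0.121 to 0.25. Pcdhga12 over both strains passed in all 11 alternatives and all 17 leave-one-out fits. For the causes of these reversals no test was made. In all, alternatives other than leave-one-out left 66 results on single genes or clusters weaker, 16 stronger, 34 reversed and 365 the same. Leave-one-out fits left 39 weaker, 19 stronger, 15 reversed and 556 the same.

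Batch 2 had the lowest depth (median 0.165 of the deepest library), which limits genes listed near the floor in FVB.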

Other observations

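The tests of the 2 columns, of the Y-linked genes, of the Pcdhg genes and of the splits for the Pcdhb genes were chosen only after the results were seen, and the test of the Pcdhb genes within batch 1 before.

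FVB_MD43 replicate 3 and B6GFP_MD43 replicate 2 of batch 1 equalled the mean of the other 5 columns of their group in every gene, with a largest difference of 8e-09. An additive batch correction alone is argued against, since it would act alike on the other columns of the batch, whose smallest SD of the difference from the mean of their group mates was 0.2174. A library entered under another name is argued against, since the smallest SD of the difference of either column from any single column was 0.1812. A value filled in from the group and the removal of a covariate held by a single library both leave exactly the mean, so they cannot be told apart from these values. No biological explanation was tested.

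Libraries labelled female listed 4 Y-linked genes at expressed levels: Ddx3y at 6.51 log2 CPM, Eif2s3y at 5.87, Kdm5d at 5.37 and Uty at 5.04, as means over the libraries. Xist was listed at -0.62. A shift of these genes by the sex correction of the authors is argued against, since a constant added to genes near the floor keeps their spread and ties. The residual SD of the Y-linked genes was 0.159 to 0.23. The highest of them stood at the 0.722 percentile of genes listed below 0, whose median SD was 0.683. A gene without reads would also have a low SD, but libraries of a batch would then tie at its lowest value. For each Y-linked gene, at most 1 library of a batch held the lowest value. Xist had a residual SD of 0.702, at the 99.5 percentile of genes listed at 5 or higher, so it did not vary like an abundant gene moved down. These values are consistent with cells that carry a Y chromosome, which remains a hypothesis, since the values cannot say whether the labels or the samples are at odds, and sample identity was not tested.

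Of the 21 Pcdhb genes, 20 were lower in FVB_MD43. Of the 126 splits of the FVB lines, 3 gave a change of the summed Pcdhb CPM as large, which argues against a chance split of the lines for this cluster, without correction for the several sums examined. Low depth of batch 2 as the whole source is argued against, since the plain median difference within the deeper batch 1 was -0.298 with 20 of 21 genes lower, beside -0.989 with 21 of 21 in batch 2. A lower Pcdhb level in MommeD43 is thus a candidate explanation for these values in FVB, as a hypothesis found and tested on the same libraries. It was not seen past the threshold in B6GFP, and the difference between the strains was not tested.

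Pcdhga12 and Pcdhgb7 were higher over both strains while the study describes the family as lower. Genes of the Pcdhg cluster share their last exons, so reads from these could be spread over members. That is argued against as the whole source, since only 10 of 22 Pcdhg genes were higher over both strains and 12 were lower. Reads shared between these 2 members alone, and a change in which promoter is used, were not tested.

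In FVB 11 genes passed the threshold here. That is higher than the value quoted from the study above, but the methods differed. The study used voom with quality weights and corrected for batch, sex and strain, with libraries of a loss-of-function allele included. The fit here used limma on the usable libraries, with values already corrected for batch. Of 100 splits of the FVB lines, the real one included, 22 gave at least 11 genes. Without quality weights 1 gene passed. The 11 genes are therefore not read as changes that the study missed.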
